A study of Mus musculus with 9 samples. Its data were reported in "Transition into inflammatory cancer-associated adipocytes in breast cancer microenvironment requires microRNA regulatory mechanism" (2017).

How the data were processed

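RNA of 3T3-L1 adipocytes kept alone or in indirect co-culture with MCF7 or MDA-MB-231 cells was measured on 9 Affymetrix mouse gene arrays, 3 per group. The deposited values are log2 signals, which the authors made with robust multi-array average (RMA: background correction, quantile normalization and median polish over the arrays) at gene level in Expression Console, whose version is not stated. The labels name the MoGene 2.0 ST array, a mouse array, whereas the methods name a human array of the same family. The mouse array was taken, since the probe sets match its gene table. The time that these adipocytes spent in co-culture is not given in the sources used here. No genome build is named, so no coordinates are given, and a mouse gene table was used for names only.

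The value table holds 41345 probe sets and no columns of other samples. In the gene table, 1 gene symbol is given for 23521 of them, several for 1820 and none for 16004, and a probe set without a symbol is unnamed here, not without a gene. Tested were the probe sets with 1 symbol, with 1 probe set per gene, the one with the highest mean over the 9 arrays. This gave 22180 genes, of which 1082 had more than 1 probe set, and no filter on level was applied. When every probe set was tested, none passed, neither among the 19165 others nor among those of the tested genes. Arrays have no read depth, and the number of arrays limits the precision. The median log2 fold change of all genes was 0.00077 for MCF7 against control, -0.013 for MDA-MB-231 against control and -0.023 for MDA-MB-231 against MCF7.

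Groups were taken from the labels, and the numbers 33, 35 and 36 in the labels were read as sets. All 9 arrays were fitted together with 3 groups in limma 3.58.1 under R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment over the genes of a comparison), and a gene passed at an adjusted p under 0.05. The comparisons are MCF7 against control, MDA-MB-231 against control, MDA-MB-231 against MCF7, which tests whether the responses differ, and the genes that passed in both comparisons against control. Those comparisons share the 3 controls, so 100 simulations of unchanged groups gave the overlap that shared controls produce when genes vary independently and sets have no effect. An exact permutation test of 3 arrays against 3 cannot give a p under 0.10, so that limma's test, which draws on all genes, was used. The p-values measure only the spread between these samples, and nothing in the sources used says that the sets are separate cultures.

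Whether sets pair the arrays was checked by correlating, across genes, the deviations of the arrays of one set from their group means. For MCF7 against control these correlations were 0.45, 0.58 and 0.42 for sets 33, 36 and 35, and results with set as a block are given beside the others. The genes of one array are not independent replicates.

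Gene lists (26, with 387 entries, of which 354 were measured, 3 of them through an older symbol) were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison. Camera compares a list with all other genes. The alternatives were camera with a correlation estimated for each list, and fry, which tests whether the genes of a list move, on balance, one way. The lists are adipocyte identity, lipogenesis and triglyceride synthesis, lipolysis and fatty acid oxidation, insulin signalling, mitochondrial respiration and TCA cycle, brown and beige adipocyte, cholesterol synthesis, mesenchymal stem cell and preadipocyte, inflammatory cytokines and acute phase, chemokines, NF-kappaB targets, STAT3 targets, interferon response, complement, peptidase inhibitors, extracellular matrix structure, matrix proteases, TGF-beta targets and myofibroblast, hypoxia and glycolysis, cell cycle, endoplasmic reticulum stress, oxidative stress and metallothionein, macrophage, epithelial and endothelial markers, and housekeeping. Some genes stand in more than 1 list.

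The groups, fits, tests, thresholds, lists, other settings to try and the rule for named genes were chosen before the data were examined. By that rule the text names, per comparison, up to 10 genes with the largest rise and 10 with the largest fall among genes that passed and whose groups do not overlap, filled from the fit with the block where sets pair the arrays. It also names 13 genes that the study names for these adipocytes, and from each list described up to 4 members that passed or the values of the members with the 2 largest changes. Symbols of predicted, small RNA and receptor families of smell were left out by the rule, and any other name is given as chosen after its values were seen.

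The procedure was tested on simulated data with 22180 genes, in which 50 genes were changed at each fold. Against control with MCF7 it found 26% of genes changed 1.5-fold, 64% of those changed 2-fold and 96% of those changed 4-fold, with 3 false calls. For MDA-MB-231 against control it found 34%, 72% and 92% with 9 false calls, and for MDA-MB-231 against MCF7 34%, 68% and 98% with 8 false calls. Camera called 5 of 5 lists shifted by 0.5 log2 and 0 of 21 others in each comparison. The simulated genes varied independently, so this does not show how often the preset correlation gives false calls when genes of a list vary together. In the real arrays the correlation estimated within a list reached 0.88, for cholesterol synthesis.

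The other settings, chosen in advance, were set as a block, only the 6 arrays compared, leaving out the dimmest 30% of genes, every probe set, the mean over the probe sets of a gene, arrays centred on their median, quantile normalization again, a trended and robust variance, array weights, leaving out each array in turn, leaving out the 3 arrays of set 35, the methods' t-test, a fold threshold of 1.5 or 2, and the other list tests. Added after the data were seen were the block with only the 6 arrays compared, a threshold on the unadjusted p, leaving out both the control and the MDA-MB-231 array of set 35, and the mean of both co-cultures against control.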

Results

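The data are gene expression values of mouse 3T3-L1 adipocytes, fat cells differentiated in culture from a preadipocyte line, measured on 9 microarrays. The adipocytes were kept alone (control), or shared their medium across a porous insert with a human breast cancer line. The line was MCF7, which carries the estrogen receptor, or MDA-MB-231, which lacks it. Each of the 3 groups holds 3 arrays, and the labels give each array of a group one of the numbers 33, 35 and 36, called sets here. The titles of the 3 arrays of set 35 are written in another form than those of sets 33 and 36 and carry a tag that those lack. Arrays have no read depth, and their number limits the precision of every value. The median log2 value of an array lay between 4.97 and 5.08, and the correlation between arrays across genes lay between 0.958 and 0.988. Signals below the median of an array are not shown here to lie above background, so that a fold against such a level is at best a lower bound. All values below are log2 signals or fold changes of the adipocytes, given as mean ± SD over n = 3 arrays per group where an error is shown.

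The control array of set 35 stood apart from the other controls in genes that the comparisons below name. Saa3, which encodes an acute phase serum amyloid protein, had a log2 signal of 10.3 in this array, against 4.95 and 4.61 in the controls of sets 33 and 36. Lcn2, which encodes the iron-binding protein lipocalin 2, had 10.6 against 6.47 and 6.53. The mean of the adipocyte identity genes was 8.58 in this array and 9.41 and 9.81 in the controls of sets 33 and 36.

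The first comparison asks how adipocytes kept with MCF7 cells differ from adipocytes kept alone. With MCF7, gene groups of fat cell identity, lipid metabolism and mitochondrial respiration lay lower than other genes, and STAT3 targets and genes of oxidative stress lay higher, by camera with a preset correlation. With an estimated correlation none of these lists passed (lowest adjusted p = 0.186). Among single genes, 13 rose and 5 fell, each with adjusted p = 0.0447 (limma), but 0 genes passed with only the 6 arrays compared, every probe set, the mean over the probe sets of a gene, centred arrays, a trended and robust variance, or the methods' t-test. The 18 genes kept their direction under these settings, and with both the block and only the 6 arrays compared 17 of them passed, among 266. Pla2g4a, the phospholipase that frees arachidonic acid from membranes, rose 2.40-fold, from 6.83 ± 0.32 to 8.09 ± 0.19. Sdhc, a subunit of succinate dehydrogenase in the respiratory chain, fell 2.17-fold, from 8.70 ± 0.24 to 7.58 ± 0.096.

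The other genes that rose with MCF7 have varied roles. Wsb1, a substrate receptor of a ubiquitin ligase, rose 2.39-fold, from 7.98 ± 0.26 to 9.23 ± 0.077, and Fbxl5, a receptor of another such ligase that senses iron, rose 1.95-fold. The kinase gene Pim1, a target of STAT3, rose 2.18-fold, from 6.67 ± 0.25 to 7.80 ± 0.22, while another probe set of this gene had a log2 fold change of 0.102. Gfpt2, an enzyme of hexosamine synthesis, rose 2.16-fold and Slc25a30, a mitochondrial carrier, 2.11-fold. Ank3, a membrane skeleton protein, rose 2.10-fold, Evl, an actin regulator, 2.04-fold, and the membrane protein Emp2 1.89-fold. The orphan receptor gene Gprc5a rose at least 2.01-fold, from 4.85 ± 0.16 to 5.86 ± 0.17. The remaining 3 genes that rose were Olfr1154, Fnbp1l and Glce, and these 3 names were chosen after their values were seen. Olfr1154 had 3.59 against 2.76, both below the array medians, so neither level is shown to exceed background. Another probe set of Glce had a log2 fold change of 0.252, against 0.747 for the one tested. Among genes that fell, Tmem182, a membrane protein gene, was 3.11-fold lower, from 8.28 ± 0.40 to 6.64 ± 0.26. Kcna4, a potassium channel gene, was 2.97-fold lower, while another probe set of it had a log2 fold change of -0.0114. Lrrc39 was 2.70-fold lower, and Fah, the last enzyme of tyrosine breakdown, was 1.96-fold lower.

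With set as a block in the fit, 111 genes rose and 127 fell with MCF7, and all 18 genes above were among these 238. Genes called only with the block include Cox8b, a cytochrome c oxidase subunit, 4.62-fold lower (adjusted p = 0.0345), and Itih4, 4.43-fold lower (adjusted p = 0.0432). Cavin2, a coat protein of caveolae, was 3.88-fold lower (adjusted p = 0.0441), Slc2a4, the insulin-regulated glucose transporter, 2.91-fold lower (adjusted p = 0.0473), and Ccdc144b at least 2.71-fold lower (adjusted p = 0.0345). In the fit without the block, the groups did not overlap in 2826 genes, or 12.7%, where chance gives 10%. Leaving out 1 array changed the count of 18: it was 604 without the control array of set 35, which held all 18, while 1 of the 18 was kept without the MCF7 array of set 36 and 0 of 18 without any other array, those of the MDA-MB-231 group included.

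The study names several genes of these adipocytes, and 5 of them (Il6, Ptx3, Timp1, Il33 and Cd44) are named there from these same arrays, so that their values here are not independent evidence. Bcl3 and Runx1 stand in its list of PCR primers. Beside the arrays, the study reports PCR for the rise of Il6, Ptx3 and Timp1. It also reports more IL6 protein in the medium and in adipocytes near human breast cancer cells. Markers of differentiated adipocytes were lower there by PCR, as was FABP4 protein. For Cpeb1 it reports a fall after mimics of a microRNA, and a reporter assay. None of those measurements are part of the data used here. None of the study's genes passed the test over all genes with MCF7 without the block. The interleukin gene Il6 was 2.04-fold higher, 4.95 ± 0.27 against 3.92 ± 0.45 (adjusted p = 0.121, and 0.0841 with the block). Both of these means lie below the array medians, so neither level is shown to exceed background, and the fold is at best a lower bound. Ptx3, which encodes a pentraxin of innate immunity, was 3.08-fold higher, 8.33 ± 0.35 against 6.71 ± 0.84 (adjusted p = 0.117, and 0.0695 with the block). With the block, Timp1, an inhibitor of matrix metalloproteinases, passed at 2.44-fold higher (adjusted p = 0.197, and 0.0444 with the block), as did Il33, a cytokine, at 2.39-fold higher (adjusted p = 0.120, and 0.0429 with the block). Bcl3 was 2.33-fold higher (adjusted p = 0.109, and 0.0726 with the block), and Runx1, a transcription factor, 2.69-fold higher (adjusted p = 0.0982, and 0.0564 with the block). Without the control array of set 35, Il6 (adjusted p = 0.0411), Ptx3 (0.00838), Bcl3 (0.00908), Runx1 (0.0111) and Cebpb (0.0405) passed. The log2 fold changes of the adipocyte regulators were -0.91 for Cebpa (adjusted p = 0.557, and 0.149 with the block), -0.44 for Pparg (0.341, and 0.139 with the block) and -0.50 for the lipid carrier Fabp4 (0.185, and 0.0989 with the block). Cebpb was 1.57-fold higher (adjusted p = 0.247, and 0.0825 with the block), Cd44 1.55-fold higher (0.190, and 0.0545 with the block), and Cpeb1 had a log2 fold change of 0.12 (0.899, and 0.843 with the block). The group means of Cpeb1 (4.59 in the control, 4.71 with MCF7 and 4.76 with MDA-MB-231) lie below the array medians, so that a fall might not show. The gene table used does not name Cyp19a1, so no value is given for it.

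**Figure D1:**
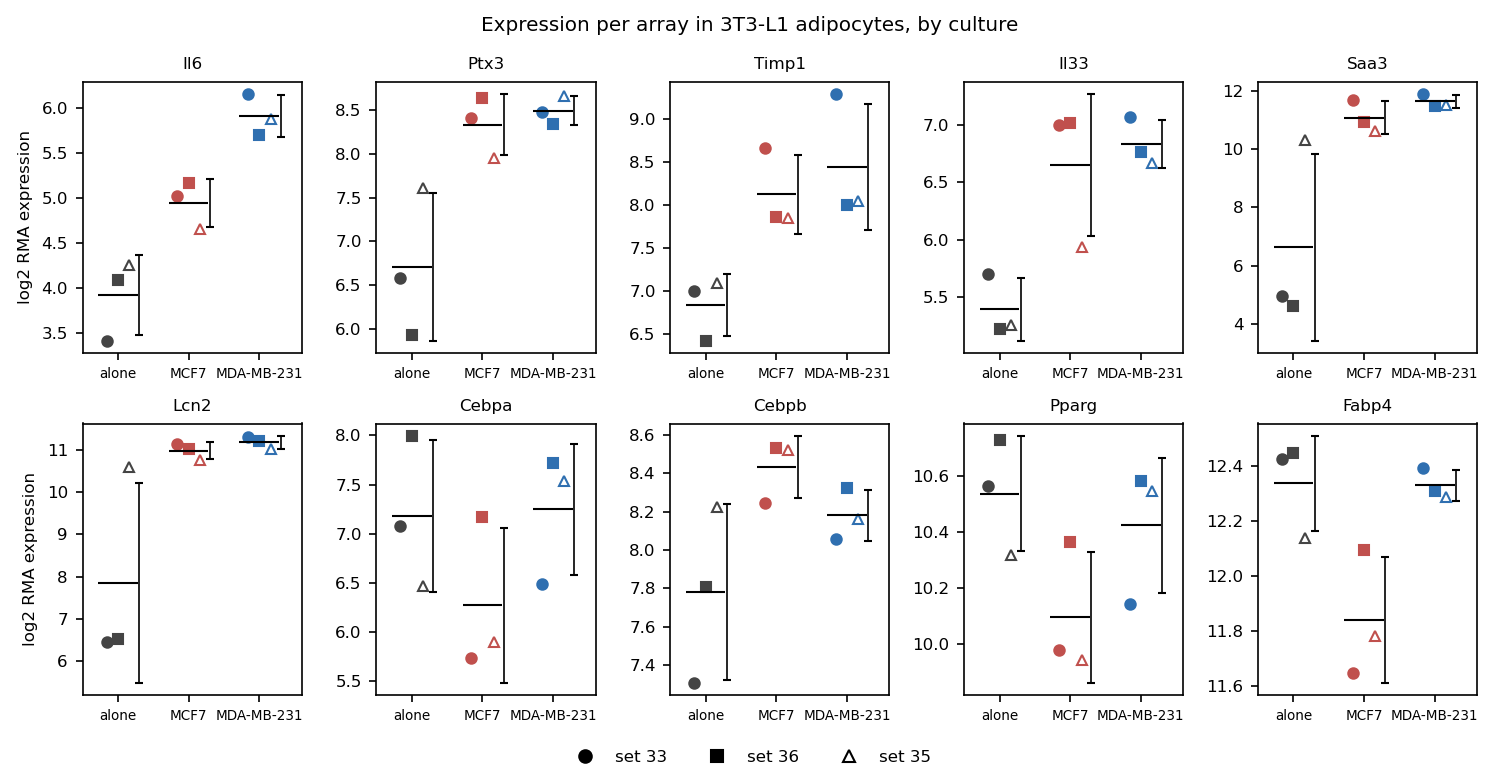
Log2 RMA signal (vertical axes, which do not start at 0) of 10 genes in adipocytes kept alone, with MCF7 or with MDA-MB-231 (horizontal axes). Points are single arrays (circles, set 33; squares, set 36; open triangles, set 35), lines are group means and error bars are SD (n = 3); the control triangle of Saa3 lies at 10.3, near the co-cultures.

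Of the 26 gene lists fixed before the data were examined, 17 shifted with MCF7, 7 lower and 10 higher, by camera with a preset correlation. None of the 17 passed with an estimated correlation, and by fry the STAT3 and mitochondrial lists passed. The 17 adipocyte identity genes all lay below 0, with a median log2 fold change of -0.95 (adjusted p = 9.98e-14, and adjusted p = 0.235 with an estimated correlation). None of them fell over all genes and 13 fell adjusted over the list alone. With the block 4 fell over all genes, namely Slc2a4 (log2 fold change -1.54) and the lipid droplet genes Cidec (-1.23), Plin1 (-1.18) and Plin4 (-0.67). The difference of the list means was -1.38 in set 33, -0.91 in set 36 and -0.71 in set 35.

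The mitochondrial respiration and TCA cycle list had the lowest p of the lists with MCF7: all 18 genes lay below 0, with a median of -0.81 (adjusted p = 2.56e-22, and adjusted p = 0.186 with an estimated correlation). All 18 fell adjusted over the list alone, none over all genes, and 12 over all genes with the block, among them the respiratory chain subunits Uqcrc1 (-1.11), Cox5b (-1.07), Ndufs1 (-0.97) and Sdhb (-0.90). The list means differed by -1.02, -0.88 and -0.58 in sets 33, 36 and 35. Lipolysis and fatty acid oxidation genes had a median of -0.75 (adjusted p = 6.97e-11, and adjusted p = 0.235 with an estimated correlation), with 10 of 13 lower adjusted over the list alone and 2 lower over all genes with the block, the lipolysis inhibitor G0s2 (-0.94) and the monoglyceride lipase Mgll (-0.75). Lipogenesis genes had a median of -0.64 (adjusted p = 9.08e-11, and adjusted p = 0.235 with an estimated correlation), with 8 of 16 lower adjusted over the list alone and, with the block, Lpin1 (-0.64) and Gpam (-0.51) lower over all genes. Insulin signalling genes had a median of -0.74 (adjusted p = 2.67e-04, and adjusted p = 0.267 with an estimated correlation), with 6 of 10 lower and 1 higher adjusted over the list alone and Slc2a4 lower over all genes with the block. Cholesterol synthesis genes all lay below 0, with a median of -0.99 (adjusted p = 5.51e-06, and adjusted p = 0.319 with an estimated correlation) and 3 of 13 lower adjusted over the list alone. The largest changes there were -1.75 for Nsdhl and -1.18 for Insig1, and 0 passed over all genes, with the block as without it. The brown and beige adipocyte list had a median of -0.16 (adjusted p = 0.00561, and adjusted p = 0.186 with an estimated correlation), with 2 of 12 lower adjusted over the list alone and Cox8b (-2.21) lower over all genes with the block. Without the control array of set 35 its adjusted p was 0.0567.

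Among lists that lay higher with MCF7, all 13 STAT3 target genes were above 0, with a median of 0.77 (adjusted p = 9.87e-14, and adjusted p = 0.186 with an estimated correlation). Of them 12 rose adjusted over the list alone and Pim1 over all genes. With the block 4 rose over all genes: Timp1 (1.28), the receptor gene Il4ra (1.27), Pim1 (1.13) and Socs3 (0.94), the feedback inhibitor of cytokine signalling. The list means differed by 1.13, 1.02 and 0.37 in sets 33, 36 and 35. Genes of oxidative stress had a median of 0.68, all 10 above 0 (adjusted p = 5.09e-06, and adjusted p = 0.267 with an estimated correlation), with 3 higher adjusted over the list alone and Txnrd1 (1.05), a thioredoxin reductase, higher over all genes with the block. The inflammatory and acute phase list had a median of 0.50 (adjusted p = 6.54e-04, and adjusted p = 0.267 with an estimated correlation). Adjusted over the list alone, 9 of its 18 genes rose and 1 fell. With the block Il33 rose and Orm1 (-1.32) fell over all genes. Saa3 and Lcn2 had log2 fold changes of 4.46 and 3.11. The study named inflammatory, chemotaxis, peptidase inhibitor and wound themes, and adipocyte differentiation, from these same arrays, so that their directions here are not independent evidence. The STAT3 list holds Timp1, which the study named from these arrays, and both it and the NF-kappaB list hold Bcl3, from its list of primers. These lists are thus not wholly independent of the study. The means of the inflammatory and acute phase list differed by 1.42, 1.39 and 0.12 in sets 33, 36 and 35.

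Endoplasmic reticulum stress genes had a median of 0.37 with MCF7 (adjusted p = 7.55e-05, and adjusted p = 0.267 with an estimated correlation), with 4 of 13 higher adjusted over the list alone and values of 0.83 for Ddit3 and 0.78 for Atf3. Hypoxia and glycolysis genes had a median of 0.27 (adjusted p = 5.00e-04, and adjusted p = 0.267 with an estimated correlation), with 3 of 14 higher adjusted over the list alone and values of 1.10 for Ndrg1 and 1.08 for the glucose transporter Slc2a1. NF-kappaB targets had a median of 0.29 (adjusted p = 2.67e-04, and adjusted p = 0.235 with an estimated correlation), with 2 of 12 higher adjusted over the list alone and values of 1.22 for Bcl3 and 1.06 for Nfkbiz. Matrix proteases had a median of 0.24 (adjusted p = 0.00657, and adjusted p = 0.267 with an estimated correlation), with 2 of 15 higher adjusted over the list alone and values of 0.97 for Mmp3 and 0.91 for Mmp11. Peptidase inhibitors had a median of 0.18 (adjusted p = 0.0286, and adjusted p = 0.389 with an estimated correlation), with 5 of 15 higher adjusted over the list alone and Timp1 higher over all genes with the block. Chemokines had a median of 0.23 (adjusted p = 0.0362, and adjusted p = 0.436 with an estimated correlation), with 0 of 16 passing adjusted over the list alone and values of 2.06 for Cxcl1 and 1.85 for Cxcl5. Complement genes had a median of 0.23 (adjusted p = 0.0295, and adjusted p = 0.304 with an estimated correlation), with 0 of 10 passing adjusted over the list alone and values of 1.57 for Cfb and 0.54 for Serping1. No gene of these lists rose over all genes without the block. The call of some lists ended without 1 array. The adjusted p for chemokines was 0.245, 0.118 and 0.309 without the MCF7 arrays of sets 33 and 36 and the control array of set 36, and for complement 0.0904, 0.0783 and 0.189 without the same arrays. It was 0.245, 0.0842 and 0.107 for peptidase inhibitors without the MCF7 array of set 33 and the control arrays of sets 36 and 35. It was 0.126 and 0.0567 for matrix proteases without the MCF7 array of set 33 and the control array of set 35, and 0.0729 for endoplasmic reticulum stress without the MCF7 array of set 36.

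The other 9 lists did not pass with MCF7. The interferon response list had a median of -0.049 (adjusted p = 0.460), but it passed as lower without the control array of set 33 (-0.39, adjusted p = 0.00616) and as higher without that of set 35 (0.30, adjusted p = 0.0351). The extracellular matrix list had a median of -0.12 (adjusted p = 0.911), and -0.30 without the control array of set 35 (adjusted p = 0.0117). The TGF-beta list had a median of 0.0080 (adjusted p = 0.204), and 0.44 without the MCF7 array of set 35 (adjusted p = 0.0380) or 0.28 without the control array of set 33 (adjusted p = 0.0106). The mesenchymal stem cell and preadipocyte list had a median of 0.019 and a mean of -0.0022 (adjusted p = 0.460), although its member Pdgfrb (-0.87), a growth factor receptor, fell over all genes with the block. The medians of other lists were -0.064 for the cell cycle (adjusted p = 0.224), 0.018 for macrophage markers (adjusted p = 0.388), 0.090 for epithelial markers (adjusted p = 0.222) and -0.042 for endothelial markers (adjusted p = 0.328). Housekeeping genes had a median of 0.0079 and a mean of -0.13 (adjusted p = 0.339).

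The comparison of MDA-MB-231 with control asks the same of the adipocytes kept with the other cancer line. With MDA-MB-231, STAT3 and NF-kappaB target genes and inflammatory genes lay higher as groups, and mitochondrial respiration genes lay lower, by camera with a preset correlation. With an estimated correlation, in the fit without a block, the STAT3 and NF-kappaB lists passed, but not the inflammatory (adjusted p = 0.140) and mitochondrial (adjusted p = 0.151) lists. By limma 0 genes passed over all genes. The lowest adjusted p was 0.0692, for Lrg1, a secreted glycoprotein gene, 2.73-fold higher at 7.74 ± 0.091 against 6.29 ± 0.19, for S1pr3, a receptor of sphingosine 1-phosphate, 2.35-fold higher, and for Il6, at least 3.98-fold higher at 5.92 ± 0.23 against 3.92 ± 0.45. Lrg1 and S1pr3 were chosen for this after their values were seen. At an unadjusted p under 0.05 there were 619 genes higher and 344 lower, 963 in all, where chance gives 1109. The methods' t-test gave 753 such genes and 0 after adjustment. The groups did not overlap in 1670 genes, or 7.53%, where chance gives 10%. Without the control array of set 35, 56 genes passed, and without the MCF7 array of set 35, 5 did.

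The study's genes with MDA-MB-231 had fold changes of 3.44 for Ptx3 (adjusted p = 0.232), 3.04 for Timp1 (0.330), 2.71 for Il33 (0.195), 2.66 for Bcl3 (0.192) and 2.86 for Runx1 (0.192). Without the control array of set 35, Il6 and Ptx3 (adjusted p = 0.0191 for each), Bcl3 (0.0191), Runx1 (0.0254), Lrg1 (0.0235) and S1pr3 (0.0245) passed. The adjusted p was 1 for the rest, with a fold change of 1.40 for Cd44 and log2 fold changes of 0.40 for Cebpb, 0.07 for Cebpa, -0.11 for Pparg, -0.0067 for Fabp4 and 0.17 for Cpeb1. Cebpa differed by -0.59 and -0.27 in sets 33 and 36 and by 1.07 in set 35.

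By camera 13 lists shifted with MDA-MB-231, 10 higher and 3 lower, and no list had a gene that passed over all genes. STAT3 targets had a median log2 fold change of 1.07, with all 13 genes above 0 and 12 higher adjusted over the list alone (adjusted p = 2.20e-30, and adjusted p = 0.0246 with an estimated correlation). Timp1 (1.61) and Lrg1 (1.45) had the largest values, and the list means differed by 1.35, 1.21 and 0.60 in sets 33, 36 and 35. NF-kappaB targets had a median of 0.73, with 9 of 12 higher adjusted over the list alone (adjusted p = 5.39e-18, and adjusted p = 0.0246 with an estimated correlation) and values of 1.41 for Bcl3 and 1.00 for Nfkbiz. In the fit without a block these lists passed with an estimated correlation, and also by fry (adjusted p = 0.00583 for each). The inflammatory and acute phase list had a median of 0.26, with 6 of 18 higher adjusted over the list alone (adjusted p = 7.58e-07, and adjusted p = 0.140 with an estimated correlation), and Saa3 and Lcn2 had values of 5.01 and 3.32. The means of that list differed by 1.47, 1.38 and 0.21 in sets 33, 36 and 35. Chemokines had a median of 0.30, with 8 of 16 higher adjusted over the list alone (adjusted p = 3.05e-07, and adjusted p = 0.145 with an estimated correlation) and values of 2.84 for Cxcl5 and 2.46 for Ccl2.

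Mitochondrial respiration genes all lay below 0 with MDA-MB-231, with a median of -0.41 and 4 of 18 lower adjusted over the list alone (adjusted p = 3.54e-14, and adjusted p = 0.151 with an estimated correlation). Cycs, which encodes cytochrome c, had -0.80 and Idh3a, of the TCA cycle, -0.73, and the list means differed by -0.55, -0.70 and -0.069 in sets 33, 36 and 35. The brown and beige list had a median of -0.16 with 0 of 12 passing adjusted over the list alone (adjusted p = 0.00449, and adjusted p = 0.140 with an estimated correlation), values of -0.98 for Cidea and -0.64 for Cox8b, and an adjusted p of 0.0519 without the control array of set 36. The interferon response list had a median of -0.45 with 0 of 16 passing adjusted over the list alone (adjusted p = 8.83e-04, and adjusted p = 0.414 with an estimated correlation), and values of -1.03 for Oas2 and -0.98 for Ifit1. Its means differed by 0.087, -0.34 and -1.06 in sets 33, 36 and 35, and without the control array of set 35 its median was -0.011 (adjusted p = 0.705).

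Lists of secreted and matrix proteins also lay higher with MDA-MB-231. Complement genes had a median of 0.28, with 2 of 10 higher adjusted over the list alone (adjusted p = 6.78e-05, and adjusted p = 0.140 with an estimated correlation) and values of 1.28 for Cfb and 1.06 for Serping1. Matrix proteases had a median of 0.30, with 3 of 15 higher adjusted over the list alone (adjusted p = 6.78e-05, and adjusted p = 0.140 with an estimated correlation) and values of 1.76 for Mmp3 and 1.37 for Adamts5. Peptidase inhibitors had a median of 0.24, with 4 of 15 higher adjusted over the list alone (adjusted p = 6.21e-04, and adjusted p = 0.219 with an estimated correlation), a value of 2.15 for Serpina3n, and an adjusted p of 0.0522 without the MDA-MB-231 array of set 33. All 19 extracellular matrix genes lay above 0, with a median of 0.23 and 0 passing adjusted over the list alone (adjusted p = 1.30e-05, and adjusted p = 0.219 with an estimated correlation), and values of 1.19 for Tnc and 0.92 for Dcn. The matrix means differed by 0.074, 0.071 and 0.82 in sets 33, 36 and 35, and the median was -0.0039 without the control array of set 35 (adjusted p = 0.341). TGF-beta targets had a median of 0.20 with 0 of 11 passing adjusted over the list alone (adjusted p = 0.00392, and adjusted p = 0.145 with an estimated correlation), values of 0.86 for Ccn1 and 0.67 for Ltbp2, and adjusted p values of 0.132 and 0.0531 without the MDA-MB-231 array of set 33 and the control array of set 35. The mesenchymal stem cell and preadipocyte list had a median of 0.096, with 1 of 14 higher adjusted over the list alone (adjusted p = 0.0166, and adjusted p = 0.380 with an estimated correlation), values of 1.10 for the receptor Pdgfra and 0.91 for Ccn5, and adjusted p values of 0.233 and 0.352 without the same arrays.

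The fat cell lists did not pass with MDA-MB-231 when all arrays were used. The median was -0.090 for adipocyte identity (adjusted p = 0.295), -0.042 for lipogenesis (0.168), -0.20 for lipolysis and fatty acid oxidation (0.109) and -0.16 for insulin signalling (0.576). Without the control array of set 35 the medians were -0.38 (adjusted p = 5.34e-05), -0.37 (6.06e-05), -0.26 (0.00793) and -0.37 (0.0273), all past the test. Without the MDA-MB-231 array of set 35, lipogenesis (-0.23, adjusted p = 0.0487) and lipolysis (-0.30, adjusted p = 0.00663) passed as lower, and lipolysis also without the control array of set 33 (-0.25, adjusted p = 0.0398). The adipocyte identity means differed by -0.49 and -0.51 in sets 33 and 36 and by 0.82 in set 35. The cholesterol synthesis list had a median of 0.27 (adjusted p = 0.0740). It passed as lower without the control array of set 35 (-0.20, adjusted p = 0.0377), and as higher without the control (0.74, adjusted p = 1.06e-07) or MDA-MB-231 array (0.32, adjusted p = 0.0288) of set 36.

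The remaining lists did not pass with MDA-MB-231. The medians were 0.0012 for hypoxia and glycolysis (adjusted p = 0.726), 0.072 for endoplasmic reticulum stress (0.294) and 0.089 for oxidative stress (0.150), and these 3 lists passed as higher without the control array of set 35 (0.15, 0.17 and 0.39). The cell cycle list had a median of 0.024 (adjusted p = 0.433), and 0.10 without the control array of set 33 (adjusted p = 0.0398). Macrophage markers had a median of -0.16 (adjusted p = 0.109), and passed as lower without the MDA-MB-231 array of set 33 (-0.20, adjusted p = 0.0129) or the control array of set 36 (-0.22, adjusted p = 0.0371). Epithelial markers had a median of -0.0050 and a mean of 0.059 (adjusted p = 0.295), endothelial markers a median of -0.11 (adjusted p = 0.156) and housekeeping genes 0.037 (adjusted p = 0.295).

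**Figure D2:**
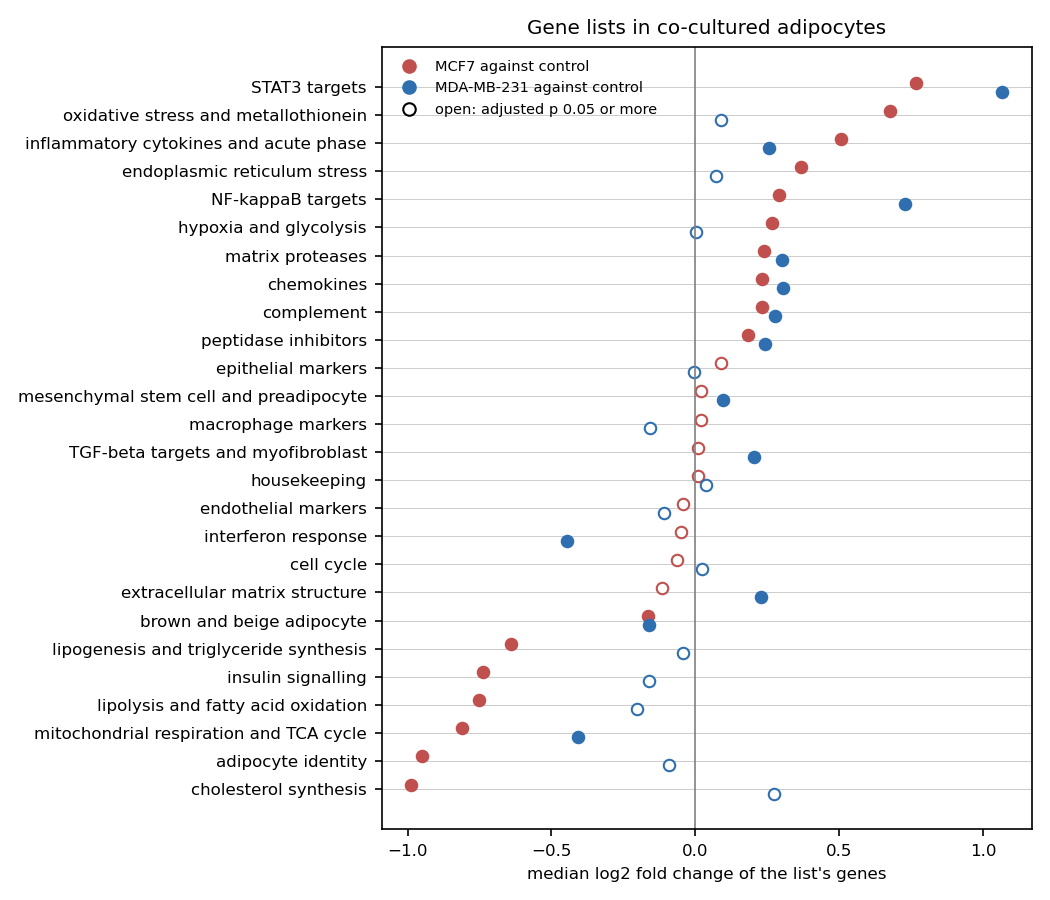
Median log2 fold change (horizontal axis) of each of the 26 gene lists (vertical axis) in adipocytes with MCF7 (red) or MDA-MB-231 (blue) against control. Filled points have a camera adjusted p under 0.05 with the preset correlation and open points do not; adipocyte identity lies at -0.95 with MCF7 and at -0.090 with MDA-MB-231.

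The study looked for genes higher in both co-cultures. By limma 0 genes rose in both and 0 fell in both, since none passed with MDA-MB-231. At an unadjusted p under 0.05, 283 genes were higher in both, where 100 simulations of unchanged groups with shared controls gave 146 on average and 175 at most, and independent lists would share 35.8. Lower in both were 95 genes, against 145 on average and 170 at most in the simulations and 20.7 for independent lists. Across genes, which are not independent replicates, the fold changes of the co-cultures had a Pearson r of 0.387, below the 0.501 that the simulations gave on average, and 60.5% of genes had the same sign in both, against 66.7%. Their covariance, which is not scaled by the spread of each comparison, was 0.0222, above the simulated mean of 0.0205 and below the highest simulated value of 0.0226. Without the control array of set 35, 40 genes rose in both co-cultures and 5 fell in both.

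The last comparison tests whether the responses to the cancer lines differ, by setting MDA-MB-231 against MCF7. Genes of fat cell identity, lipid and cholesterol synthesis and mitochondrial respiration lay higher with MDA-MB-231 than with MCF7, and genes of oxidative stress and hypoxia lay lower, by camera with a preset correlation. None of these lists passed with an estimated correlation (adjusted p from 0.424 to 0.492) or by fry. Over all genes 3 passed, each with adjusted p = 0.0425. Fah was 1.99-fold higher with MDA-MB-231, 8.96 ± 0.092 against 7.97 ± 0.11, and Gnptab, which encodes an enzyme that tags lysosomal proteins, was 1.87-fold higher, 8.54 ± 0.086 against 7.63 ± 0.066. Gprc5a was at least 2.41-fold lower, 4.59 ± 0.15 against 5.86 ± 0.17. All 3 passed without the control array of set 35, among 51 genes, and 0 genes passed without any other array. With only the 6 arrays compared, every probe set, centred arrays or quantile normalization again, 0 genes passed, and the 3 genes kept their direction. By the methods' t-test 0 of these 3 genes passed. The groups did not overlap in 3560 genes, or 16.1%, where chance gives 10%. Among genes named above, Lrg1 had a log2 fold change of 1.42 (adjusted p = 0.0505) and passed without the control array of set 35 (adjusted p = 0.0412). Il6, whose MCF7 mean lies below the array medians, had at least 0.97 (adjusted p = 0.186), Cebpa 0.98 (0.478) and Fabp4 0.49 (0.247). The other study genes lay between -0.25 for Cebpb and 0.33 for Pparg, with 0.16 for Ptx3, 0.32 for Timp1, 0.18 for Il33, 0.19 for Bcl3, 0.089 for Runx1, -0.15 for Cd44 and 0.056 for Cpeb1, and none of these passed.

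By camera 12 lists differed between the co-cultures, 9 higher with MDA-MB-231 and 3 lower. No member of a list passed over all genes. Adipocyte identity genes had a median log2 difference of 0.88, all 17 above 0 and 6 higher adjusted over the list alone (adjusted p = 6.22e-11, and adjusted p = 0.424 with an estimated correlation), with 2.89 for the carbonic anhydrase gene Car3 and 1.78 for Retn. Lipogenesis genes had 0.76, with 5 of 16 higher adjusted over the list alone (adjusted p = 8.23e-08, and adjusted p = 0.424 with an estimated correlation), and 1.82 for Fasn, the fatty acid synthase, and 1.73 for Pck1. Lipolysis genes had 0.55, with 7 of 13 higher adjusted over the list alone (adjusted p = 8.23e-08, and adjusted p = 0.424 with an estimated correlation), and 1.18 and 0.88 for the lipases Pnpla2 and Lipe. Cholesterol synthesis genes had 1.32, all 13 above 0 and 6 higher adjusted over the list alone (adjusted p = 3.48e-08, and adjusted p = 0.424 with an estimated correlation), with 2.04 for Nsdhl and 1.48 for Cyp51. Mitochondrial respiration genes had 0.31, with 6 of 18 higher adjusted over the list alone (adjusted p = 1.36e-07, and adjusted p = 0.424 with an estimated correlation), and 0.86 for Uqcrc1 and 0.64 for Ndufa9. Insulin signalling genes had 0.59, with 1 of 10 higher adjusted over the list alone (adjusted p = 7.26e-04, and adjusted p = 0.424 with an estimated correlation), and 1.47 for Irs1 and 1.18 for Igf1. The list means differed by 0.88, 0.40 and 1.52 in sets 33, 36 and 35 for adipocyte identity, and by 0.88, 0.63 and 1.91 for cholesterol synthesis.

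Chemokines and NF-kappaB targets also lay higher with MDA-MB-231 than with MCF7. Chemokines had a median of 0.34, with 4 of 16 higher adjusted over the list alone (adjusted p = 0.00814, and adjusted p = 0.492 with an estimated correlation), and 1.46 for Ccl2 and 1.02 for Ccl7, but adjusted p values of 0.101 and 0.259 without the MCF7 array of set 35 and the MDA-MB-231 array of set 33. NF-kappaB targets had 0.27, with 4 of 12 higher adjusted over the list alone (adjusted p = 2.53e-04, and adjusted p = 0.424 with an estimated correlation), and 1.01 for the adhesion molecule Vcam1. Extracellular matrix genes had 0.30 with 0 of 19 passing adjusted over the list alone (adjusted p = 5.93e-04, and adjusted p = 0.424 with an estimated correlation), and 1.62 for Lum and 1.01 for Postn. Lower with MDA-MB-231 were oxidative stress genes at -0.51, with 2 of 10 lower adjusted over the list alone (adjusted p = 0.00168, and adjusted p = 0.492 with an estimated correlation), and -1.15 for Gclc, an enzyme of glutathione synthesis. Hypoxia and glycolysis genes had -0.31, with 2 of 14 lower adjusted over the list alone (adjusted p = 0.00179, and adjusted p = 0.424 with an estimated correlation), and -0.82 for Ndrg1 and -0.79 for Slc2a1. Endoplasmic reticulum stress genes had -0.29, with 3 of 13 lower adjusted over the list alone (adjusted p = 0.00462, and adjusted p = 0.492 with an estimated correlation), and -1.45 for Ddit3, but an adjusted p of 0.456 without the MCF7 array of set 36.

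The remaining lists did not pass between the co-cultures. The medians were 0.14 for inflammatory and acute phase genes (adjusted p = 0.474), 0.035 for complement (0.186), 0.023 for peptidase inhibitors (0.487), 0.11 for TGF-beta targets (0.505), 0.039 for brown and beige genes (0.479), 0.075 for housekeeping genes (0.0880) and -0.033 for epithelial markers (0.799). STAT3 targets had 0.19 (adjusted p = 0.0643), and passed as higher without the MCF7 array of set 33 (0.29, adjusted p = 0.00890) or the MDA-MB-231 array of set 35 (0.32, adjusted p = 0.00296). The interferon response list had -0.29 (adjusted p = 0.0643), and passed as lower without the MCF7 array of set 33 (adjusted p = 0.0105), the MDA-MB-231 array of set 35 (0.0184) or the control arrays of sets 33 (0.0271) or 35 (0.00569). The cell cycle list had 0.083 (adjusted p = 0.0936), and passed as higher without the MCF7 array of set 35 (0.0422) or the MDA-MB-231 array of set 36 (0.0284). Macrophage markers had -0.18 (adjusted p = 0.0588), and passed as lower without the MCF7 array of set 36 (0.0357), the MDA-MB-231 array of set 33 (0.00844) or the control array of set 36 (0.0480). The median and mean differed in sign for matrix proteases (-0.11 and 0.14, adjusted p = 0.829), the mesenchymal stem cell list (-0.0042 and 0.25, adjusted p = 0.232) and endothelial markers (0.028 and -0.0057, adjusted p = 0.916).

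**Figure D3:**
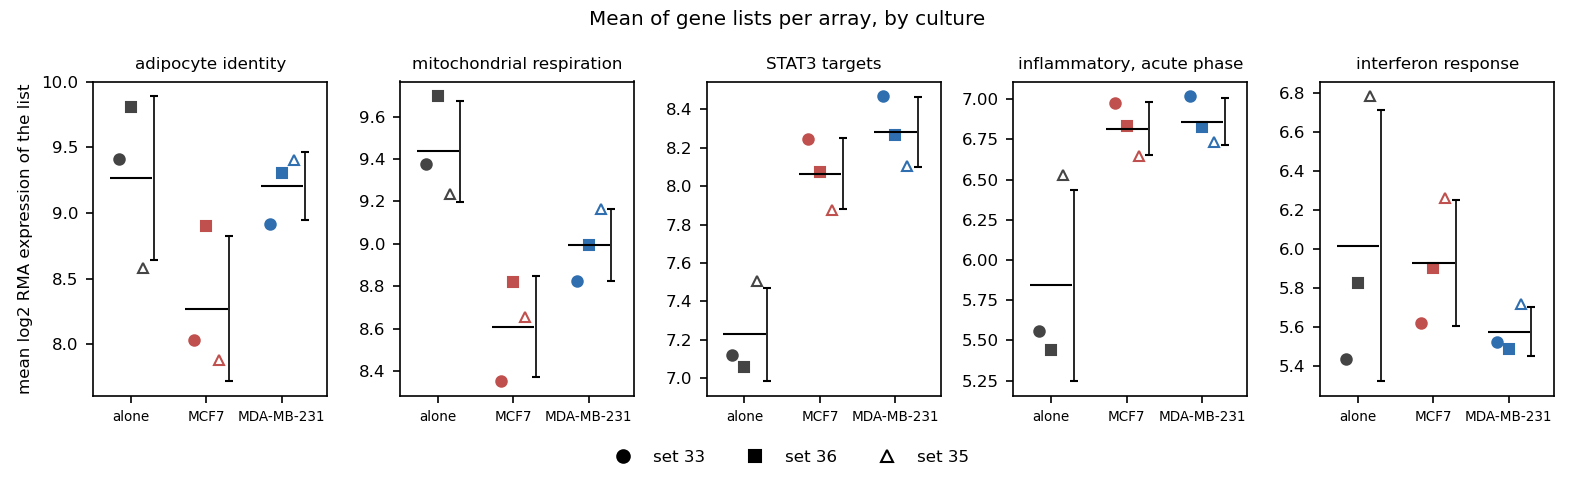
Mean log2 RMA signal (vertical axes, which do not start at 0) of 5 gene lists per array in adipocytes kept alone, with MCF7 or with MDA-MB-231 (horizontal axes), with circles for set 33, squares for set 36 and open triangles for set 35. Lines are group means and error bars are SD (n = 3); the adipocyte identity mean of the controls is 9.41, 9.81 and 8.58 in sets 33, 36 and 35.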

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

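The tests of a label swap, of mixed RNA, of shifts shared within set 35, of fewer mature adipocytes and of shared controls were chosen after the result was seen. Groups of 3 arrays are too small for a test of single outlying arrays, so none was made.

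The difference between the responses to the cancer lines was tested by MDA-MB-231 against MCF7, and 12 lists and 3 genes passed. The lists higher with MDA-MB-231 had median log2 differences of 0.88 for adipocyte identity, 0.76 for lipogenesis, 0.55 for lipolysis and fatty acid oxidation, 0.59 for insulin signalling, 0.31 for mitochondrial respiration, 1.32 for cholesterol synthesis, 0.34 for chemokines, 0.27 for NF-kappaB targets and 0.30 for extracellular matrix. The lists lower with MDA-MB-231 had -0.31 for hypoxia and glycolysis, -0.29 for endoplasmic reticulum stress and -0.51 for oxidative stress. None of the 12 passed with an estimated correlation. The genes were Fah at 0.99, Gnptab at 0.91 and Gprc5a at -1.27, which is at best a bound because its MDA-MB-231 mean lies below the array medians.

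Other splits of the same arrays show how far the counts follow the groups. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. For genes with MCF7 against control, 1 of 10 splits gave as many as the real 18, with 0 as the highest of the others. For MDA-MB-231 against control 10 of 10 splits gave at least the real 0, with 1 as the highest other. Any split must reach a count of 0, so these splits show nothing for that comparison. For MDA-MB-231 against MCF7 1 of 10 gave the real 3, with 0 as the highest other. For lists the real count was 17 with MCF7, reached in 2 of 10 splits (highest other 18), 13 with MDA-MB-231, reached in 5 of 10 (highest other 16), and 12 between the co-cultures, reached in 1 of 10 (highest other 11). The other split with 18 lists put the control array of set 35 with the MCF7 arrays of sets 33 and 36. With the block, 4 splits part every set, again too few, and 1 of them reached the real 238, with 0 as the highest other.

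The control array of set 35 had STAT3 target and inflammatory list means (7.51 and 6.53) above the other controls and below every co-culture, and an adipocyte identity mean (8.58) below the other controls, every MDA-MB-231 array and the MCF7 array of set 36. A swap with a co-culture array of its set is argued against by the STAT3 targets, since the lower of their excesses over the other controls in those arrays was 0.79 (95% interval over 13 genes 0.50 to 1.08). The adipocyte identity mean of the MDA-MB-231 array of set 35 (9.40) did lie near that of the control of set 33 (9.41), as a swap would give. The MDA-MB-231 array of set 36 also lay near it (9.30), so this list does not decide the question. Mixed-in RNA of adipocytes co-cultured with MCF7 as the sole cause is argued against, since genes lower with MCF7 in the other sets gave a share of 88.6% and genes higher gave 48.3%, which differ by 40.2 percentage points, beyond their intervals of 84.1 to 92.7 and 40.1 to 58.3. All of these intervals are over genes, which are not independent replicates, and they hold no spread between arrays. A shift shared within the set may contribute, as the deviations of the control and MCF7 arrays of set 35 correlated across genes at 0.42, but those of the control and MDA-MB-231 arrays did so at -0.18, against a shift shared by all 3 arrays. A swap with a sample outside the series, a difference in how the control cells were grown and separate handling of set 35, whose titles have another form, stay open.

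With MCF7 the adipocyte, lipid and mitochondrial lists lay lower. A compressed signal shared by all bright genes on the MCF7 arrays could hardly show, since quantile normalization gives the arrays a similar distribution. Random lists matched on mean level had 2.5th percentiles of their medians no lower than -0.20. Of 10000 such lists, 0 lay as low as the adipocyte identity, lipogenesis, lipolysis or mitochondrial list (-0.95, -0.64, -0.75 and -0.81). The random genes were drawn independently, whereas the estimated correlation was 0.71 within the adipocyte identity list and 0.60 within the lipogenesis list. The count of 0 is thus no measure of chance. Fewer mature adipocytes among undifferentiated cells cannot be told apart from lower expression in each cell, because the share of such cells is unknown and the median of the mesenchymal stem cell and preadipocyte list, 0.019, lies over members that go both ways. A response of the adipocytes to MCF7 stays open and was not tested apart from these. None of the 4 lists passed with an estimated correlation (adjusted p between 0.186 and 0.235).

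At an unadjusted p more genes were higher in both co-cultures than lower in both, 283 against 95. In 100 simulations of unchanged groups with shared controls there were at most 175 genes higher in both and 170 lower in both. These simulations leave out the sets, although sets pair the MCF7 and control arrays. Their counts, correlation, share of signs and covariance thus hold for unpaired groups only. The simulated spread includes differences between sets, which cancel between paired arrays, so the simulated covariance may lie too high. By these simulations the genes lower in both could come from chance values of the shared controls. For the genes higher in both, a shared response and the shared controls cannot be told apart: the count lies above the simulations, in which genes vary independently, but the correlation of the fold changes across genes, 0.387, lies below the simulated 0.501, the share with the same sign, 60.5%, lies below 66.7%, and the covariance, 0.0222, lies above the simulated mean of 0.0205 but within the simulations, which reached 0.0226.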

How the results depend on the processing

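Among the alternatives, leaving out both the control and the MDA-MB-231 array of set 35, the unadjusted threshold and the block with only 6 arrays were chosen after the data were seen. Of the values of named genes under the alternatives, 1267 kept their side of the threshold, 80 became stronger, 327 weaker and 0 reversed. For lists 1592 kept their side, 72 became stronger, 125 weaker and 5 reversed. A change of sign counted as reversed only where the gene or list passed in the main fit or in the alternative. Those that passed in neither counted as kept, whatever their sign. Cebpa with MDA-MB-231, for example, had a log2 fold change of 0.070 with all arrays and -0.28 without the control array of set 35, and counted as kept. For MDA-MB-231 the sets do not pair the arrays: the deviations correlated at 0.46, 0.42 and -0.18 with control in sets 33, 36 and 35, and at 0.53, 0.38 and -0.13 with MCF7, and the MDA-MB-231 array of set 35 lay closest to the arrays of set 36. With the block, Fah lost its call between the co-cultures (adjusted p = 0.0540) and Lrg1 gained one (0.0466). With the block, the list calls with MCF7 did not change, the lipolysis list passed as lower (0.0272) and the cholesterol list as higher (0.0441) with MDA-MB-231, and the interferon (0.0150) and macrophage (0.0270) lists passed as lower between the co-cultures. With the block and an estimated correlation, the STAT3 and NF-kappaB lists with MDA-MB-231 did not pass (adjusted p = 0.119 for each). The genes changed with MCF7 (18) were 238 with set as a block, 0 with only the 6 arrays compared, 38 without the dimmest 30% of genes, 0 with every probe set, 0 with the mean over probe sets, 0 with arrays centred, 91 with quantile normalization again, 0 with a trended and robust variance, 182 with array weights, 0 to 604 without 1 array, 5 without set 35, 0 by the methods' t-test (1483 unadjusted), 12 at 2-fold or more, 266 with the block and only 6 arrays, 2616 at an unadjusted p under 0.05, and 309 without the control and MDA-MB-231 arrays of set 35. The genes changed with MDA-MB-231 (0) were 2 with the block (S1pr3 and Has2, 2.35-fold and 3.64-fold higher, named after their values were seen), 1 with only 6 arrays, 4 without the dimmest 30%, 23 with array weights, 0 to 56 without 1 array, 4 without set 35, 963 unadjusted, and 14 without the control and MDA-MB-231 arrays of set 35. The genes that differed between the co-cultures (3) were 7 with the block, 0 with only 6 arrays, every probe set, arrays centred or quantile normalization again, 228 with array weights, 0 to 51 without 1 array, 0 without set 35, 1 by the methods' t-test (1985 unadjusted), 1 at 2-fold or more, 0 with the block and only 6 arrays, 2649 unadjusted, and 0 without the control and MDA-MB-231 arrays of set 35. Genes higher in both (0) were 1 with the block, 7 with array weights, 0 to 40 without 1 array, 4 without set 35, 283 unadjusted and 14 without the control and MDA-MB-231 arrays of set 35, and genes lower in both (0) were 0 to 5 without 1 array and 95 unadjusted. The lists shifted with MCF7, with MDA-MB-231 and between the co-cultures were 0, 2 and 0 with an estimated correlation, 2, 2 and 0 by fry, and 13 to 19, 11 to 17 and 12 to 14 without 1 array. The median of the interferon list with MCF7 ranged from -0.39 to 0.30 without 1 array, and reversed to 0.30 without the control array of set 35, and also without that and the MDA-MB-231 array. The median of the cholesterol list with MDA-MB-231 ranged from -0.20 to 0.74 without 1 array, and reversed to -0.20 without the control array of set 35, and to -0.41 without set 35 or without its control and MDA-MB-231 arrays. Settings with fewer arrays or other probe sets change what is tested by construction, and for the others the cause was not tested. Of the 18 genes with MCF7, 0 were among the 5 that passed without set 35. Of the 3 genes between the co-cultures, 0 passed by the methods' t-test, so the 1 that passed there was another gene. The methods' t-test left out 9, 12 and 10 genes without spread in the 3 comparisons. Arrays give no depth, and genes near the background signal have little room to fall.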

Other observations

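The contrast of both co-cultures together against control and the choice of genes named in this part were made after the result was seen, while leaving out each array in turn was planned.

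Without the control array of set 35, 40 genes were called higher in both co-cultures by limma, against 0 with all 9 arrays, and some of them are described here. The remaining controls are 2 arrays, and leaving this one out is not a regrouping of the samples, since no outside record says that it is wrong. Saa3, whose other controls lie below the array medians and so are not shown to exceed background, was then at least 79.0-fold higher with MCF7 and at least 116-fold higher with MDA-MB-231, and Lcn2 was 22.2-fold and 25.6-fold higher. Hp, the hemoglobin-binding protein haptoglobin, was 7.66-fold and 12.1-fold higher, and Serpina3n, a protease inhibitor, 3.13-fold and 6.29-fold. The neutrophil-attracting chemokines Cxcl5 (6.12-fold and 12.2-fold) and Cxcl1 (7.51-fold and 9.64-fold) were also among them. The receptor genes Il13ra1 (10.4-fold and 8.05-fold), Il13ra2 (at least 11.6-fold and 14.2-fold, for the same reason) and Osmr, a receptor of oncostatin M (3.31-fold and 3.91-fold), were higher as well.

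With all 9 arrays none of these genes passed, and the folds were smaller: 21.9 and 32.2 for Saa3, 8.65 and 9.97 for Lcn2, 4.30 and 6.79 for Hp, 2.21 and 4.44 for Serpina3n, 3.60 and 7.18 for Cxcl5, 4.17 and 5.35 for Cxcl1, 5.60 and 4.35 for Il13ra1, at least 5.11 and 6.28 for Il13ra2, and 2.29 and 2.71 for Osmr. Within set 35 the log2 differences with MCF7 were -0.27 for Cxcl5, 0.0034 for Hp, 0.17 for Lcn2, 0.29 for Saa3 and 0.45 for Cxcl1. They were 0.79 for Il13ra2 and 0.92 for Il13ra1. In the control array of set 35 the log2 signals were 8.43 for Cxcl5 against 6.20 and 6.07 in the controls of sets 33 and 36, 8.06 for Cxcl1 against 5.85 and 5.17, 11.5 for Hp against 9.30 and 8.64, 8.20 for Il13ra1 against 5.43 and 5.64, and 7.22 for Il13ra2 against 3.63 and 3.75. Without that array 5 genes were lower in both co-cultures: Itgbl1, with log2 fold changes of -2.74 and -1.46, Igfbp5, a binding protein of insulin-like growth factors (-1.85 and -1.20), the collagen gene Col11a1 (-1.61 and -1.21), Atp1b1, a subunit of the sodium pump (-1.38 and -0.98), and C1qtnf3 (-1.25 and -1.42). Itgbl1 had 4.58 in the control array of set 35 and 7.95 and 7.65 in the other controls.

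Both co-cultures together, 6 arrays against 3 controls, gave 0 genes by limma in the fit with 3 groups, with a lowest adjusted p of 0.0875 and 1540 genes at an unadjusted p under 0.05, 880 higher and 660 lower. S1pr3 was 2.04-fold, Il4ra 2.54-fold and Il6 at least 2.85-fold higher, each with that adjusted p and with no overlap between all 6 co-culture arrays and the 3 controls. In a fit with only these 2 groups 1158 genes had an unadjusted p under 0.05, and 26 of the 84 splits of the 9 arrays into 6 and 3 gave as many, so that chance is not excluded. The splits mix the sets, so that differences between sets can add to their counts, and no split within sets was run for this contrast. The highest of the other splits gave 4850, with the MDA-MB-231 arrays of sets 36 and 35 and the control array of set 36 against the rest, which points to a structure of the samples beyond the groups.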
